# MEKK1 Regulates Chemokine Expression in Mammary Fibroblasts: Implications for the Breast Tumor Microenvironment

**DOI:** 10.3389/fonc.2021.609918

**Published:** 2021-03-18

**Authors:** Saverio Gentile, Najmeh Eskandari, Michael A. Rieger, Bruce D. Cuevas

**Keywords:** MEKK1, chemokine, gene expression, kinase, breast cancer, tumor microenvironment

## Abstract

Breast tumors contain both transformed epithelial cells and non-transformed stroma cells producing secreted factors that can promote metastasis. Previously, we demonstrated that the kinase MEKK1 regulates cell migration and gene expression, and that transgene-induced breast tumor metastasis is markedly inhibited in MEKK1-deficient mice. In this report, we examined the role of MEKK1 in stroma cell gene expression and the consequent effect on breast tumor cell function. Using a heterotypic cell system to quantify the effect of stroma cells on breast tumor cell function, we discovered that MEKK1−/− fibroblasts are significantly less effective at inducing tumor cell invasion than MEKK1+/+ fibroblasts. Expression array analysis revealed that both baseline and tumor cell-induced expression of the chemokines CCL3, CCL4, and CCL5 were markedly reduced in MEKK1−/− mammary fibroblasts. By focusing on the role of MEKK1 in CCL5 regulation, we discovered that MEKK1 kinase activity promotes CCL5 expression, and inactive mutant MEKK1 strongly inhibits CCL5 transcription. CCL5 and the other MEKK1-dependent chemokines are ligands for the GPCR CCR5, and we show that the CCR5 antagonist Maraviroc strongly inhibits fibroblast-induced tumor cell migration. Finally, we report that fibroblast growth factor 5 (FGF-5) is secreted by MDA-MB 231 cells, that FGF-5 activates MEKK1 effectors ERK1/2 and NFκB in fibroblasts, and that chemical inhibition of NFκB inhibits CCL5 expression. Our results suggest that MEKK1 contributes to the formation of a breast tumor microenvironment that supports metastasis by promoting expression of stroma cell chemokine genes in response to tumor cell-induced paracrine signaling.

## Introduction

In addition to transformed mammary epithelial cells, breast tumors consist of an array of non-transformed stroma cells that interact with cancer cells and infiltrate the tumor mass (1). Evidence compiled from gene expression studies (2), creative *in vivo* imaging experiments (3) and 3D culture approaches (4) to recreate the tumor environment support a model wherein stroma cells influence tumor cell function. The possibility that this diverse cellular milieu might influence tumor progression and response to therapy has spurred considerable interest in the role of breast stroma cells in the tumor environment. Some reported examples include cancer-associated fibroblasts (CAFs) that promote tumor cell growth and metastasis (5), and tumor-associated macrophages forming a paracrine “pas de deux” with cancer cells to provoke mutual migration (6). These examples and others show that stroma cells can promote metastasis through the expression and secretion of factors such as cytokines that bind receptors on tumor cells to induce functional responses ranging from proliferation to cell migration. The CC class of chemokines (7) are known to induce immune cell chemotaxis, and CAFs have been shown to express CCL proteins (1). Indeed, several lines of evidence support a role for CCL chemokines in tumor progression. For example, Silzle and colleagues demonstrated that CAFs produce CCL2 and the pro-inflammatory cytokine IL-6, and CAF-induced monocyte recruitment in a co-culture system required CCL2 (8). In addition, both CAFs harvested from breast tumors and normal renal fibroblasts have been found to express CCL5/RANTES (9); (10), and CCL5 has been found to be highly expressed in aggressive breast tumors (11–14). Largely characterized in the regulation of T cell and monocyte function in immune response (15), CCL5 induces chemotaxis when bound by its high affinity receptors, including the seven transmembrane G protein-coupled receptor CCR5 (16). Interestingly, some tumor cells express chemokine receptors as well, suggesting that stromal fibroblast chemokine production can influence the tumor microenvironment and promote tumor cell migration and invasion (12, 14). CCL5 can induce breast tumor cell migration through binding and activation of CCR5, and an inhibitory mutant CCL5 (met-RANTES) inhibits breast tumor growth and migration (17). In addition to CCL5, CCR5 has been shown to bind multiple chemokine ligands, including CCL3 and CCL4 (16). Overall, these reports suggest that this nexus of tumor cells that express CCR5 and stroma cell-derived CC class chemokine ligands provide breast cancer investigators a new set of novel therapeutic targets (7, 12, 13, 16, 18, 19). Due to the role of CCR5 as a key factor in HIV infection, CCR5 inhibitors such as Maraviroc/UK-427,857 have been developed and approved for use as anti-retroviral therapy in HIV patients (20). Taken together, studies showing that CCR5 ligands may be highly expressed in breast tumors suggests that therapeutics designed to prevent viral infection of T cells may be useful if repurposed as cancer drugs.

The current understanding of the transcriptional regulatory mechanisms that control CCL expression is less developed than that of CCR5 function. Transcription of CCL5 expression is at least partly under control of transcription factor response elements within the 5’ promoter region that are bound by AP-1 and NFκB transcription factor proteins (21, 22). AP-1 (activating protein 1) dimeric transcription factors control gene expression in response to a formidable array of environmental stimuli, and are regulated by both phosphorylation and ubiquitylation (23–26). NFκB also is regulated by upstream kinase activity that is required to relieve inhibition by regulatory proteins (27–29). AP-1 regulators include the family of mitogen-activated protein kinases (MAPK), with multiple isoforms of the ERK, JNK, and p38 proteins that have long been established as AP-1 regulators that both directly phosphorylate AP-1 proteins and indirectly control AP-1 function by activating MAPK-dependent kinases that consequently phosphorylate AP-1 proteins (24, 30, 31). MAPK activity is tightly controlled by a complex network that mediates MAPK phosphorylation, dephosphorylation and ubiquitylation, but at the core of MAPK control is the consecutive activation of three kinases that form the canonical MAPK cascade, consisting of a MAPK that is phosphorylated and activated by a MAPK kinase (MAP2K) that is, in turn, phosphorylated and activated by a MAPK kinase kinase (MAP3K) (30). MEKK1 is a MAP3K protein that our group and others have shown the MAP3K MEKK1 to be a key regulator of both ERK1/2 and JNK MAPK activity (30–32). MEKK1 activity promotes AP-1 phosphorylation and activation (24, 30), and also has been shown to phosphorylate and activate IκB kinases, leading to NFκB activation (27–29, 33). Furthermore, our group and others have demonstrated that MEKK1 further controls AP-1 activity through control protein stability (24–26), thus identifying MEKK1 as a key regulator of both AP-1-dependent and NFκB-dependent gene transcription and expression.

Our earlier work revealed that MEKK1-deficient mice are resistant to transgene-induced breast tumor metastasis (34), and that MEKK1 is necessary for expression of cancer cell proteases that are associated with breast tumor cell invasiveness, but did not define the role of stroma cells in these breast tumors. In the present study, we model the breast tumor microenvironment by exposing mammary fibroblasts to soluble factors derived from breast tumor cells, and then perform expression array analysis of mammary fibroblasts, comparing cells that express MEKK1 to MEKK1-decient cells. We reveal that MEKK1 regulates chemokine expression in mammary fibroblasts that induces breast tumor cell migration. Our results indicate that MEKK1 controls metastasis-related functions of both cancer cells and non-cancer stroma cells, and thereby plays a key role in determining the nature of the breast tumor cellular environment that influences tumor metastasis.

## Materials and Methods

### Antibodies and Reagents

Antibodies specific for MEKK1 were purchased from Santa Cruz Biotechnology. Anti-pERK antibodies were purchased from Cell Signaling Technology. U0126 was purchased from Promega (Madison, WI), CAY10512 was purchased from Cayman Chemical (Ann Arbor, MI), SSR128129E was purchased from Selleckchem (Houston, TX), Maraviroc, and PEITC were purchased from Sigma-Aldrich (St. Louis, MO).

### Cell Culture and Transfection

MDA-MB 231 breast tumor cells, HTB-125 human mammary fibroblast cells and primary mouse mammary fibroblasts were cultured in DMEM (Dulbecco’s modified Eagle’s medium) (Invitrogen) containing 10% (v/v) fetal bovine serum (Atlanta Biologicals) at 37°C and maintained in 5% CO_2_ in a humidified atmosphere. All transfections were conducted using linear polyethylenimine (PEI, MW 25000, Polysciences Inc., Warrington, PA). Briefly, PEI was dissolved in water and mixed with DNA vectors at a 3:1 ratio (µg/µg) in OptiMEM (Life Technologies) and allowed to form complexes for 20 min at room temperature prior to adding the complexed DNA dropwise to cells in culture. Cells were harvested 48 h post-transfection.

### Isolating Primary Mammary Fibroblasts

The inguinal mammary glands from 8-10 week-old female mice were removed, minced to <1mm pieces and then mixed with serum-free DMEM. The tissue was digested at 37C with shaking in 2.5 mg/ml collagenase type 3 (Worthington), 1 mg/ml hyaluronidase (Sigma) and 100 U/ml pen/strep (Life Technologies) for 3 h. The digestion mixture was then allowed to rest at room temperature for 10 min to allow the fat to collect at the top of the fluid and an epithelial cell pellet to form at the bottom of the tube. The fat is then removed and the cell suspension is transferred to a new sterile centrifuge tube. The pellet is discarded. The cell suspension is centrifuged at 800 × g for 10 min, and the fluid discarded. The pellet containing the fibroblasts is re-suspended in DMEM with 10% serum and transferred to 10 cm tissue culture plates.

### RNA Extraction and Expression Arrays

Total cell RNA was extracted with the RNeasy kit (Qiagen, Valencia, CA, USA). Reverse transcription, cDNA synthesis and expression array hybridization, chip reading and preliminary analysis of the array results were performed by the Northwestern University Genomics CORE facility. An Illumina Mouse 8 chip platform was utilized to compare expression of mammary fibroblasts derived from six mice (3 × MEKK1+/+, 3 × MEKK1−/−), whereas an Illumina Human chip was utilized to determine gene expression in three separate replicates of MDA-MB 231 cells. Array expression data were z-score normalized and statistical inference was performed according to Cheadle et al. (35). Heat map image representing normalized expression data was generated in MATLAB.

### Immunoblotting

Proteins were separated by SDS-PAGE and transferred on to Protran nitrocellulose membranes (Whatman). Membranes were blocked in 5% (w/v) non-fat dried skimmed milk powder diluted in TBST (20 mM Tris, 137 mM NaCl and 0.1% Tween-20, adjusted to pH 7.6) or 5% globulin-free BSA (Sigma) in TBST and incubated in the appropriate antibody at 4°C overnight. After extensive washing, the membranes were then incubated with HRP (horseradish peroxidase)–conjugated donkey anti-rabbit IgG (Jackson ImmunoResearch) or HRP–sheep anti-mouse IgG (Amersham-GE Healthcare) secondary antibodies for 1 h at room temperature. After extensive washing, the targeted proteins were detected by ECL (enhanced chemiluminescence, Thermo Scientific). Where indicated, blots were stripped by treatment with 2% (w/v) SDS and 100 mM 2-mercaptoethanol in TBS, and then re-probed with the desired antibodies.

### CCL5 Reporter Assay

The Dual-Luciferase Reporter Assay System reagent kit was purchased from Promega (Madison, WI) and reporter assays using transfected cell lysates were performed as per manufacturer recommendations. The pGL2-CCL5-220 reporter plasmid was a generous gift of Dr. Antonella Casola (University of Texas Medical Branch at Galveston, Galveston, TX). Fibroblasts transfected with reporter vectors were exposed to either breast tumor cell-conditioned media or regular growth media +/- indicated drugs for indicated times prior to lysis and quantification of reporter activity.

### CCL5 ELISA

HTB-125 human breast fibroblast cells were treated with MDA-MB-231-conditioned medium for 1, 2 and 4 h, after which the conditioned medium was replaced with regular growth medium for 24 h. The culture supernatants were then collected and any cells removed by filtration. CCL5 concentration was determined using the ELISA for human CCL5/RANTES Kit (R&D Systems Inc. Cat# DY278-05) according to the manufacturer’s protocol. Briefly, 300 µl of reagent diluent were placed in the capture antibody-coated wells to block plate for 1 h. After washing, 100 µl of test samples or standards were added per well and incubated 2 h. The wells were then washed and incubated with 100 µl of detection antibody for 2 h. After washing, 100 µl of the working dilution of streptavidin-HRP was added to each well for 20 min. Following wash step, 100 µl of substrate solution was added before incubation for 20 min. The color reaction was stopped by adding 50 µl of stop solution and the absorbance of the samples was measured using an ELISA plate reader. The CCL5 concentrations were calculated based on the standard curve.

### Breast Cancer Cell Migration Assay

MDA-MB 231 cells were suspended in serum-free medium containing either CCR5 inhibitor Maraviroc (10 µM) or DMSO. Chemotaxis was assessed by Transwell (Corning) assay, wherein 10^5^ cells were allowed to migrate through a filter (8 µm pore) toward 4% serum for 5 h, and then migrating cells were stained with Wright’s stain and counted.

## Results

### Primary Mammary Fibroblasts Induce MEKK1-Dependent Chemotaxis in MDA-MB 231 Breast Tumor Cells

We previously reported that transgene-induced breast tumor metastasis is significantly delayed in MEKK1-deficient mice, and the tumors markedly less invasive (34). Breast tumors arising in the ductal lumen are surrounded by basement membrane and assorted stroma cells, including mammary fibroblasts capable of secreting factors that promote tumor cell invasion. To determine whether MEKK1 is required for mammary fibroblasts to induce tumor cell invasiveness, we isolated primary fibroblasts from the mammary glands of both MEKK1+/+ and MEKK1−/− mice and used these cells to condition media for use as an invasion assay chemoattractant. We found that media conditioned by mammary fibroblasts consistently induced MDA-MB 231 breast cancer cell invasion in an *in vitro* assay (**Figure 1**). However, tumor cell invasiveness was significantly diminished when media conditioned by MEKK1-deficient fibroblasts is utilized as the chemoattractant (**Figure 1**). Since direct contact with fibroblasts was not required to induce invasion, these results indicate that the one or more fibroblast-derived factors capable of promoting breast tumor invasiveness is under the control of MEKK1. In order to identify the MEKK1-dependent secreted proteins, we investigated gene expression in mammary fibroblasts.

**Figure 1:**
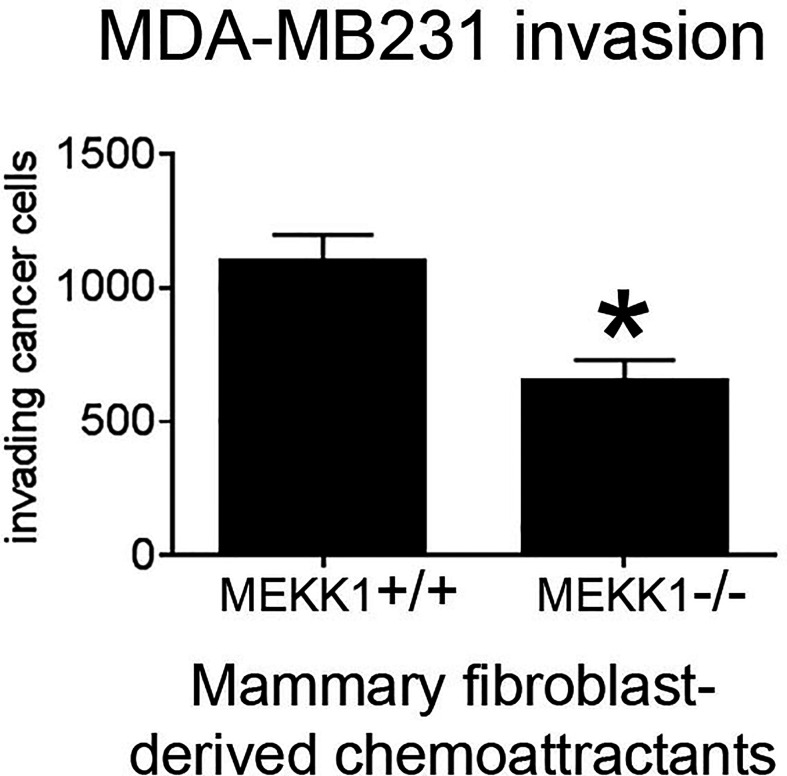
MEKK1 expression is necessary for mammary fibroblasts to promote breast tumor cell invasion. The graph depicts results from BioCoat Matrigel assays of MDA-MB 231 cell invasiveness induced by media that had been conditioned by either MEKK1+/+ or MEKK1−/− mammary fibroblasts for 72 h. The data represented in graph are derived from at least three independent experiments. *p < 0.05 by paired t-test.

### Breast Tumor Cells Induce MEKK1-Dependent Chemokine Expression in Mammary Fibroblasts

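Gene expression was measured in primary fibroblasts from the inguinal mammary glands of MEKK1+/+ mice and of mice lacking MEKK1, a kinase encoded by the gene MAP3K1. The cells were left untreated or exposed to 231CM, which is medium conditioned by the human breast cancer cell line MDA-MB-231, and the sample labels give an exposure of 8 h. Each culture was hybridized to its own Illumina Mouse 8 array, on which the brightness of a probe rises with the amount of its transcript. There were 16 arrays, 4 for each of the 4 combinations of genotype and treatment. The paper gives 3 mice per genotype and 4 culture replicates per condition, and its text does not name the mouse behind each culture, so the spread given with each value is between cultures. The authors deposited an intensity per gene and array for 18132 genes on a linear scale, which the labels call normalized without naming a method. The median intensity of an array ran from 114 to 167 (median 153) in untreated MEKK1+/+ cells, from 114 to 122 (median 121) in MEKK1+/+ cells with 231CM, from 128 to 159 (median 152) in untreated MEKK1−/− cells and from 123 to 170.1 (median 151) in MEKK1−/− cells with 231CM. As deposited, the median gene was higher by 0.28 (log2) on arrays labelled MEKK1−/− than on MEKK1+/+ arrays with 231CM, and its response to 231CM in MEKK1+/+ cells was −0.28. The log2 intensities were therefore quantile normalized, which gives every array the same distribution, and the 4 groups were compared in a single fit of all 16 arrays with limma and Benjamini-Hochberg adjustment. The written design had taken the values as deposited. This change was made once the array medians were seen and before any comparison was tested. It was reconsidered after the results had been seen, and kept, and values as deposited are given where they change a call or a direction. A level without signal was taken from 1075 olfactory receptor genes, whose 99th percentile lay between 122 and 194 on the 16 arrays, and 8251 genes stayed at or below it on every array. The number of arrays limits the precision: the smallest 2-sided exact permutation p that 4 arrays against 4 allow is 0.0286. With 3 mice per genotype, some of the 4 cultures of a group share a mouse. Every p value between genotypes treats the cultures as independent, so it can be too small as a statement about mice.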

To identify MEKK1-dependent secreted factors that could induce breast tumor cell migration and invasion, we performed array analysis comparing gene expression in mammary fibroblasts harvested from both MEKK1+/+ (n=3) and MEKK1−/− mice (n=3). 

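MAP3K1, the targeted gene, was not lower on the arrays labelled MEKK1−/−. Its normalized log2 intensity was 7.95, 7.77, 7.60 and 7.51 on the 4 untreated MEKK1+/+ arrays (replicates 1 to 4) and 7.42, 7.71, 8.18 and 7.64 on the MEKK1+/+ arrays with 231CM. It was 8.06, 8.31, 8.17 and 8.41 on the untreated arrays labelled MEKK1−/− and 8.08, 7.79, 8.29 and 8.13 on those with 231CM. The log2 difference of MEKK1−/− from MEKK1+/+ was 0.53 in untreated cells (standard error 0.15, adjusted p = 0.466 from limma, 2-sided exact permutation p = 0.0286). With 231CM it was 0.33 (adjusted p = 0.605, exact p = 0.143). Every untreated array labelled MEKK1−/− was above all 4 untreated MEKK1+/+ arrays, and both differences were above 0 under all 5 scalings of the arrays that were tried. Which part of the transcript the probe reads was not analysed here. Genotype is therefore taken from the labels, and each direction between genotypes below is between arrays labelled MEKK1−/− and arrays labelled MEKK1+/+.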

To model fibroblast gene expression induced by the secretory breast tumor environment, we exposed fibroblasts to media conditioned by MDA-MB 231 cells. We focused on identifying MEKK1-dependent genes that encode soluble factors known to promote cell migration, and we discovered that expression of several CC class chemokines displayed reduced expression in MEKK1-deficient fibroblasts (**Figure 2**). 

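Across all 18132 genes, 0 passed an adjusted p of 0.05 by limma between untreated arrays labelled MEKK1−/− and MEKK1+/+, and 1680 had an unadjusted p under 0.05. With 231CM, 1 gene (POU6F1) passed and 1466 had an unadjusted p under 0.05. The legend of Fig. 2 names z-tests, and a z-test run on z-scores over all genes called 817 and 460 genes. On simulated arrays with no change between the untreated groups, this z-test called 296 genes and limma 0. The 4 arrays of each genotype did not overlap for 835 genes (4.61%) in untreated cells and for 757 (4.17%) with 231CM. Chance gives 2.86% on average. Genes vary together across cultures, so a single split can exceed this share by chance, and the excess alone is no evidence for a genotype effect.

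The table holds 20 CC chemokine genes, of which 7 were above the olfactory receptor level on every array. In untreated cells 12 of the 20 were lower and 8 higher on arrays labelled MEKK1−/−, and the 5 with an unadjusted p under 0.05 (CCL3, CCL4, CCL5, CCL7 and CCL9) were all lower. With 231CM 14 were lower and 6 higher. At an unadjusted p under 0.05 by limma, CCL5, CCL9 and CCL19 were lower and CCL28 higher. CCL28 was at or below the olfactory receptor level on every array, so its difference reflects background. CCL7, CCL9, CCL19 and CCL28 are named after their values were seen. As deposited, the number of lower CC chemokines was 11 in untreated cells and 7 with 231CM. Over all 36 chemokine genes, 22 were lower and 14 higher in untreated cells, and 23 were lower and 13 higher with 231CM. As deposited the split was 18 and 18, and then 14 lower and 22 higher. In both conditions 0 of the 36 passed limma's threshold adjusted over the list alone and 0 over all genes, with 7 and 4 at an unadjusted p under 0.05. Adjusted over the list alone, the z-test called 0 and 4 genes and limma on the values as deposited 0 and 3, of which 2 were higher and 1 lower. Both higher genes were at or below the olfactory receptor level on every array. The untreated count rested on the arrays numbered 2: without MEKK1+/+ replicate 2 it was 12, all lower, and without MEKK1−/− replicate 2 it was 11, with 9 lower and 2 higher. As a set the 36 genes were lower by limma's camera with a preset correlation (2-sided p = 0.0029 in untreated cells and 0.039 with 231CM). Neither call held by fry (p = 0.102 and 0.326) or with the estimated correlation (p = 0.116 and 0.263).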

Intriguingly, several chemokines that are ligands for the receptor CCR5 (murine CCL3, 4, 5, 6, and 12) displayed reduced expression in MEKK1-deficient cells in either basal conditions, induced conditions, or both. 

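CCL3, CCL4 and CCL6 were each lower on arrays labelled MEKK1−/− in both conditions and under all 5 scalings, and CCL12 was not analysed here. The normalized log2 intensity of CCL3 was 10.69 ± 2.23 (SD, n = 4) in untreated MEKK1+/+ cells and 8.16 ± 1.82 in untreated MEKK1−/− cells. With 231CM it was 11.95 ± 0.59 and 9.81 ± 1.41, where all 4 MEKK1−/− arrays lay below all 4 MEKK1+/+ arrays. The log2 difference of CCL3 was −2.54 and −2.13 (2-sided exact permutation p = 0.114 and 0.0286). For CCL4 the group means were 11.08 ± 1.77 and 8.54 ± 1.89 in untreated cells and 11.75 ± 0.82 and 9.89 ± 1.49 with 231CM (log2 difference −2.54 and −1.87, exact p = 0.0857 for each). CCL6 was 9.62 ± 1.21 and 8.29 ± 1.17 in untreated cells and 9.61 ± 0.92 and 8.44 ± 1.15 with 231CM (log2 difference −1.33 and −1.17, exact p = 0.171 and 0.2). In untreated cells CCL3 was above the olfactory receptor level on 2 of the 4 MEKK1−/− arrays and CCL4 on 3, so background limits these differences. The spread within groups was wide. CCL3 was 7.43 on untreated MEKK1+/+ replicate 2, the lowest array of its group, and 10.73 on untreated MEKK1−/− replicate 2, the highest of its group. The median log2 difference of 17 macrophage marker genes between the same arrays was −0.87 in untreated cells and −0.91 with 231CM.

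**Figure D1:**
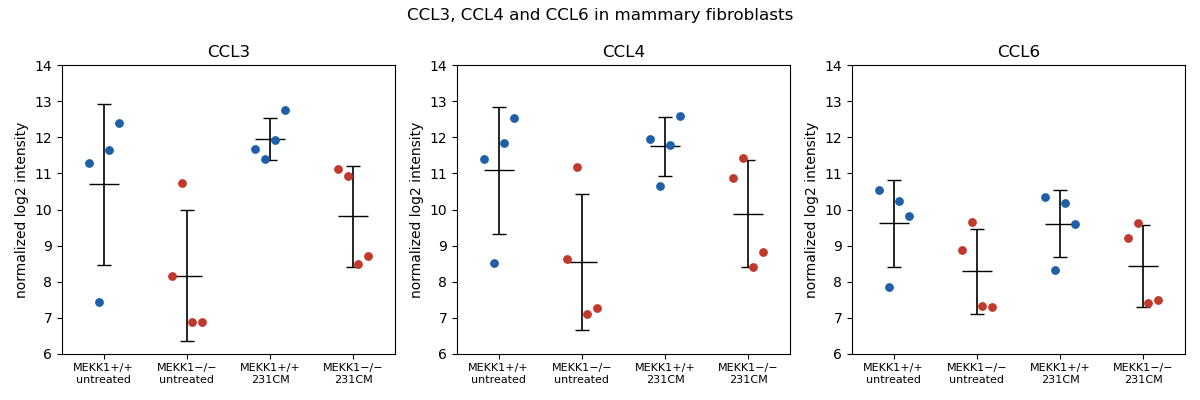
Normalized log2 intensity (y axis) of CCL3, CCL4 and CCL6 (a panel for each gene) in the 4 groups of arrays (x axis). Each dot is an array, and each bar with its whisker is the group mean ± SD (n = 4). The group means are lower on arrays labelled MEKK1−/− in both conditions, and the dots of the 2 genotypes overlap except for CCL3 with 231CM.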

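Fitted on every array, none of these genes passed limma's threshold in either condition. For CCL3 the adjusted p from limma was 0.519 over all genes and 0.190 adjusted over the list alone in untreated cells, and 0.622 and 0.394 with 231CM. For CCL4 it was 0.499 and 0.190, and then 0.647 and 0.394, and for CCL6 it was 0.574 and 0.222, and then 0.675 and 0.426. Adjusted over the list alone, the z-test on z-scores over all genes called CCL3 with 231CM (0.0418), where the other alternatives set in advance that keep every array gave from 0.0931 to 0.511. Leaving out 1 untreated array moved limma's adjusted p over the list in untreated cells. Where the fall on arrays labelled MEKK1−/− came out largest it was 0.00642 for CCL3 and 0.0426 for CCL6, both without MEKK1+/+ replicate 2, and 0.0288 for CCL4, without MEKK1−/− replicate 2. Where the fall came out smallest it was 0.392 for CCL3 and CCL4 and 0.447 for CCL6.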

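The normalized log2 intensity of CCL5 was 9.07 ± 1.00 (SD, n = 4) in untreated MEKK1+/+ cells, with a range from 7.64 to 9.86, and 7.51 ± 0.76 in untreated cells labelled MEKK1−/−, with a range from 6.84 to 8.37. The log2 difference was −1.56 (standard error 0.51), a reduction of 2.94-fold. Its adjusted p from limma was 0.466 over all genes and 0.190 adjusted over the list alone, which holds 36 chemokine genes, and the 2-sided exact permutation p was 0.0857. With 231CM CCL5 was 11.69 ± 0.43 in MEKK1+/+ cells and 10.05 ± 0.93 in MEKK1−/− cells, a log2 difference of −1.64 (standard error 0.51) and a reduction of 3.11-fold. Here all 4 MEKK1−/− arrays, from 8.70 to 10.81, lay below all 4 MEKK1+/+ arrays, from 11.23 to 12.20 (2-sided exact permutation p = 0.0286). The adjusted p from limma was 0.524 over all genes and 0.153 adjusted over the list alone. In untreated cells 3 of the 4 MEKK1+/+ arrays were above all 4 MEKK1−/− arrays. CCL5 was above the olfactory receptor level on 2 of the 4 untreated MEKK1−/− arrays and on all arrays of the other groups, so background limits the untreated difference.

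**Figure D2:**
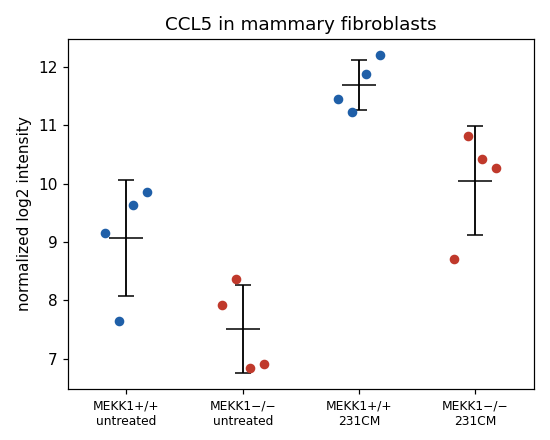
Normalized log2 intensity of CCL5 (y axis) in the 4 groups of arrays (x axis). Each dot is an array, and each bar with its whisker is the group mean ± SD (n = 4). The dots of the genotypes overlap in untreated cells, between 7.64 and 8.37, and are separate with 231CM.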

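CCL5 was lower on arrays labelled MEKK1−/− under every alternative in both conditions, while its side of the threshold moved with the processing. Adjusted over the list alone, p ran from 0.0390 (limma's array weights) to 0.360 in untreated cells over the alternatives set in advance that keep every array. With 231CM it ran from 0.0276 (the z-test) to 0.290, and it was 0.0402 on the values as deposited. Over all genes the z-test gave an adjusted p of 0.0398 with 231CM, where the other alternatives that keep every array gave from 0.0982 to 0.546. In untreated cells the adjusted p over the list was 0.00642 without MEKK1+/+ replicate 2, with a log2 difference of −2.03, and 0.0288 without MEKK1−/− replicate 2. Without each of the other untreated arrays it lay between 0.280 and 0.525.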

CCL5 expression in particular was reduced under both basal and induced conditions in MEKK1-deficient cells compared to fibroblasts that express MEKK1 (**Figure 2**, basal conditions: 3.16-fold reduction, p=0.017, induced conditions: 2.8-fold reduction, p=0.029). 

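With 231CM, the log2 intensity of CCL5 rose by 2.62 (standard error 0.51) in MEKK1+/+ cells, a rise of 6.14-fold, and by 2.54 (standard error 0.51) in cells labelled MEKK1−/−, a rise of 5.81-fold. In each genotype all 4 arrays with 231CM were above all 4 untreated arrays (2-sided exact permutation p = 0.0286). The adjusted p from limma over all genes was 0.00812 in MEKK1+/+ cells and 0.0101 in MEKK1−/− cells, and adjusted over the list alone it was 0.00195 and 0.00224. Both rises passed the threshold in every alternative fit over all genes. With each array left out in turn the log2 rise stayed between 2.14 and 2.88 in MEKK1+/+ cells and between 2.28 and 2.99 in MEKK1−/− cells. The MEKK1−/− rise starts from arrays of which 2 were at or below the olfactory receptor level. The difference between the 2 rises, tested as an interaction of genotype with 231CM, was −0.08 on the log2 scale (standard error 0.73, adjusted p = 1.00 from limma). It changed sign with the processing, to 0.13 on the values as deposited and to 0.40 without untreated MEKK1+/+ replicate 2. Its sign also turned without MEKK1+/+ replicate 4 with 231CM (0.09), untreated MEKK1−/− replicate 1 (0.06) or 2 (0.21), or MEKK1−/− replicate 1 with 231CM (0.37). In the fits over all genes it passed no threshold. Over all genes 0 passed for this interaction by limma, 473 had an unadjusted p under 0.05 and the z-test called 20.

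Among the 36 chemokine genes, 5 passed limma's threshold adjusted over the list alone for 231CM in MEKK1+/+ cells, all of them higher, and 4 over all genes. In MEKK1−/− cells 10 passed over the list, 9 higher and 1 lower (CXCL12, named after its value was seen), and 6 over all genes. Replicate numbers paired the arrays within MEKK1−/− cells, and with these pairs in the fit the count over the list was 17. Of the 36 genes 27 were higher and 9 lower with 231CM in MEKK1+/+ cells and 25 higher and 11 lower in MEKK1−/− cells. As deposited, 16 were higher and 20 lower in MEKK1+/+ cells, and the split in MEKK1−/− cells was unchanged. The whole list rose with 231CM by camera with its preset correlation in both genotypes (2-sided p = 0.00201 in MEKK1+/+ cells and 9.64e-05 in MEKK1−/− cells), and both calls held by fry (p of 0.033 and 0.00876). With the estimated correlation the call held in MEKK1−/− cells (p = 0.0466) and was lost in MEKK1+/+ cells (p = 0.104).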

Although reduced in MEKK1 knockout cells, CCL5 expression was induced significantly by breast tumor cell-conditioned media in both MEKK1+/+ and MEKK1−/− fibroblasts, indicating that control of induced CCL5 expression is at least partly independent of MEKK1.

**Figure 2:**
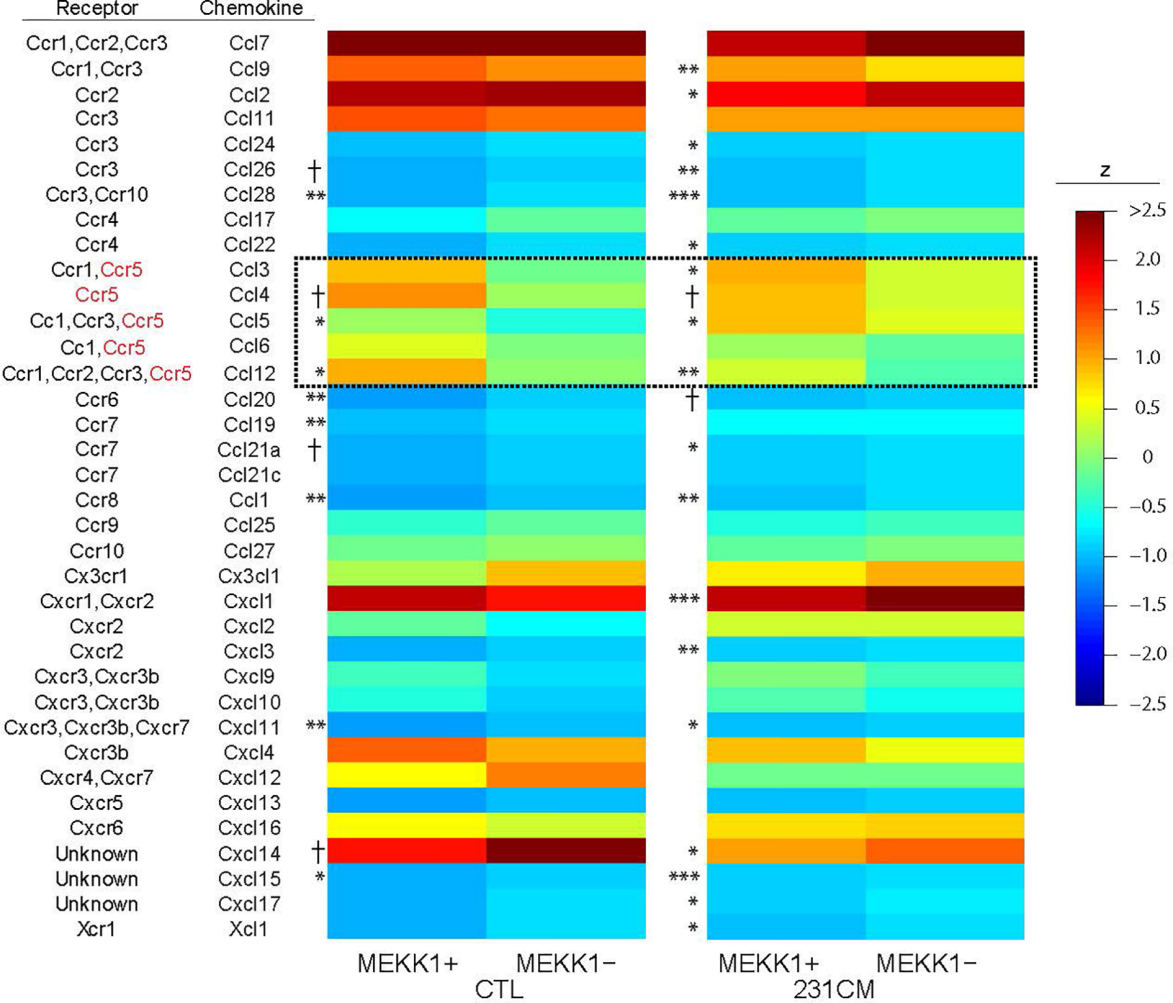
CCL5 expression in primary mammary fibroblasts is enhanced by MEKK1. Heat map of z-score normalized microarray expression data for 36 chemokines in primary mammary fibroblasts cultured from six mice (3× MEKK1^+/+^ and 3× MEKK1−/−) either unstimulated (CTL) or induced with cultured medium from MDA-MB-231 cells (231CM). Columns show mean expression by group (N=4 culture replicates per condition), with asterisks indicating significance by z-tests with Benjamini-Hochberg false discovery rate adjustment for multiple testing. *FDR < 0.05, **FDR <0.01, ***FDR < 0.001, ^†^unadjusted p < 0.05.

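The z-score of a gene on an array is the distance of its log10 intensity from the mean of that array's genes, in units of their SD. Taken over all 18132 genes, the z-score of CCL5 was 0.646 ± 0.584 (SD, n = 4) in untreated MEKK1+/+ cells, 2.14 ± 0.253 in MEKK1+/+ cells with 231CM, −0.292 ± 0.434 in untreated cells labelled MEKK1−/− and 1.18 ± 0.525 in MEKK1−/− cells with 231CM. The order of the 4 groups was the same as for the normalized log2 intensity. A z-score depends on the genes that share its scale. Taken over the genes above the median level only, the 4 group means of CCL5 were −0.041, 1.41, −0.912 and 0.479 in the same order, so the untreated MEKK1+/+ mean changed sign. The 36 chemokine genes compared here were chosen by their symbols and include PPBP, while Fig. 2 shows Ccl12 and no Ppbp. Of these 36, 13 were above the olfactory receptor level on every array and 14 on none, and for the latter group a z-score reflects background.

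From the lower CCL5 in MEKK1-deficient cells and its induction by 231CM in both genotypes, the paper infers that the control of induced CCL5 is at least partly independent of MEKK1, and its legend states that MEKK1 enhances CCL5 expression. On these arrays both directions rest on the genotype given by the labels. Whether fewer macrophages account for part of the lower CCL5 also stays open. The paper further reports CCL5 reporter assays, in which wild-type MEKK1 raised reporter activity and a kinase-inactive mutant did not. Those assays were not analysed here.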

To determine whether breast tumor-derived soluble factors can induce CCL5 protein expression in human mammary fibroblasts, we measured the CCL5 protein produced by HTB-125 human mammary fibroblasts exposed to MDA-MB 231 cell-conditioned media (**Figure 3**). We observed that CCL5 protein production was significantly increased in human fibroblasts exposed to breast tumor cell factors compared to untreated fibroblasts. Furthermore, we observed that fibroblasts that were exposed to tumor cell-conditioned media for 4 h produced significantly more CCL5 protein than fibroblasts exposed to tumor cell factors for 2 h, suggesting that the magnitude of the fibroblast CCL5 protein production is dose-dependent. Together, our mRNA and protein data indicate that soluble factors produced by breast tumor cells can induce CCL5 protein production in non-tumor mammary stroma cells. Given the reported role of CCL5 in tumor metastasis, we then directed our investigation to define the mechanisms by which MEKK1 controls CCL5 expression.

**Figure 3:**
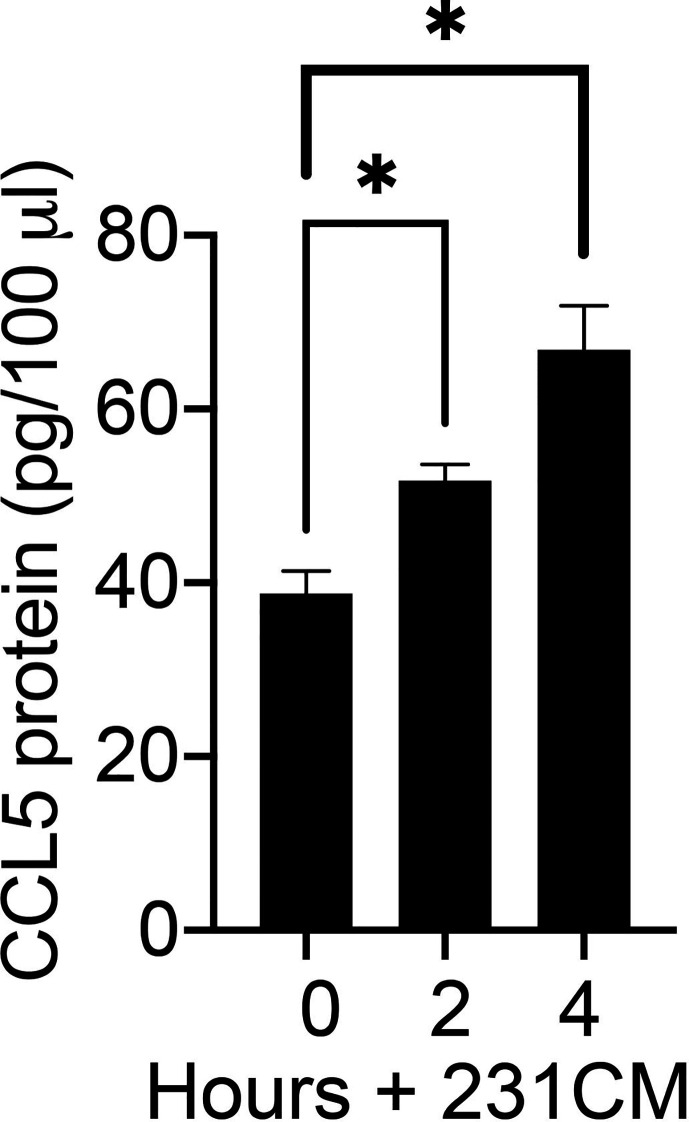
Breast tumor cells stimulate CCL5 protein production in human mammary fibroblasts. The graph depicts results from CCL5 ELISA analysis of cell culture supernatant from HTB-125 human mammary fibroblasts exposed to 231CM compared to supernatant from fibroblasts maintained in regular growth media. Fibroblasts exposed to tumor cell-conditioned media were treated for 2 h or 4 h, after which the media was replaced growth media. 24 h later the media were collected and subjected to ELISA analysis. The data represented in graph are derived from at least three independent experiments. *p < 0.05 against control by t-test.

### CCL5 Expression Requires MEKK1 Kinase Activity, but Not Ubiquitin Ligase Activity

MEKK1 is unique among kinases in that it contains ubiquitin ligase activity (25, 36). We previously reported that MEKK1 kinase activity was a key component in the regulation of AP-1 transcription factor activity and function (24), and we demonstrated that MEKK1 ubiquitin ligase activity plays a role in transcription factor ubiquitylation and stability (25). MEKK1 phosphorylates the kinases MEK4 and MEK1/2, thereby activating MAPK proteins JNK and ERK1/2 (30). MEKK1 also phosphorylates and activates IKKα and IKKβ, promoting phosphorylation and subsequent degradation of NFκB inhibitor protein IKB and the consequent activation of NFκB (33). To determine whether either MEKK1 kinase activity or ubiquitin ligase activity is necessary for CCL5 expression, we transfected mammary fibroblasts with vectors encoding either wild type MEKK1, kinase-inactive mutant MEKK1 (K1253M), or ubiquitin ligase-inactive mutant MEKK1 (C441A) (36), and co-transfected with a CCL5 luciferase-based reporter vector. In our assay, luciferase expression is driven by the proximal 200 bases of the Ccl5 promoter that is reported to contain both NFκB and AP-1 transcription factor response elements (37). Our reporter assays revealed that CCL5 reporter activity was markedly induced by co-expression of wild type or ubiquitin ligase-mutant MEKK1, whereas kinase inactive mutant MEKK1 did not induce CCL5 promoter activity (**Figure 4A**), indicating that kinase activity is necessary for MEKK1 to promote CCL5 expression. In order to compare the relative CCL5 production of cancer and stroma cells, we utilized ELISA analysis to quantify CCL5 protein secreted by both breast cancer cell lines and mammary fibroblasts that had been harvested from murine mammary tumors (cancer-associate fibroblasts, (34)). To determine whether CCL5 secretion varies among breast cancer cells, we tested media conditioned by breast cancer cell lines that are commonly used to model distinct breast cancer types, including luminal (MCF7), HER2+ (SKBr3), and triple negative (MDA-MB 231) breast cancers. Strikingly, we found that cancer-associated fibroblasts secreted greater than 60-fold more CCL5 protein than any of the breast cancer cells (**Figure 4B**).

**Figure 4:**
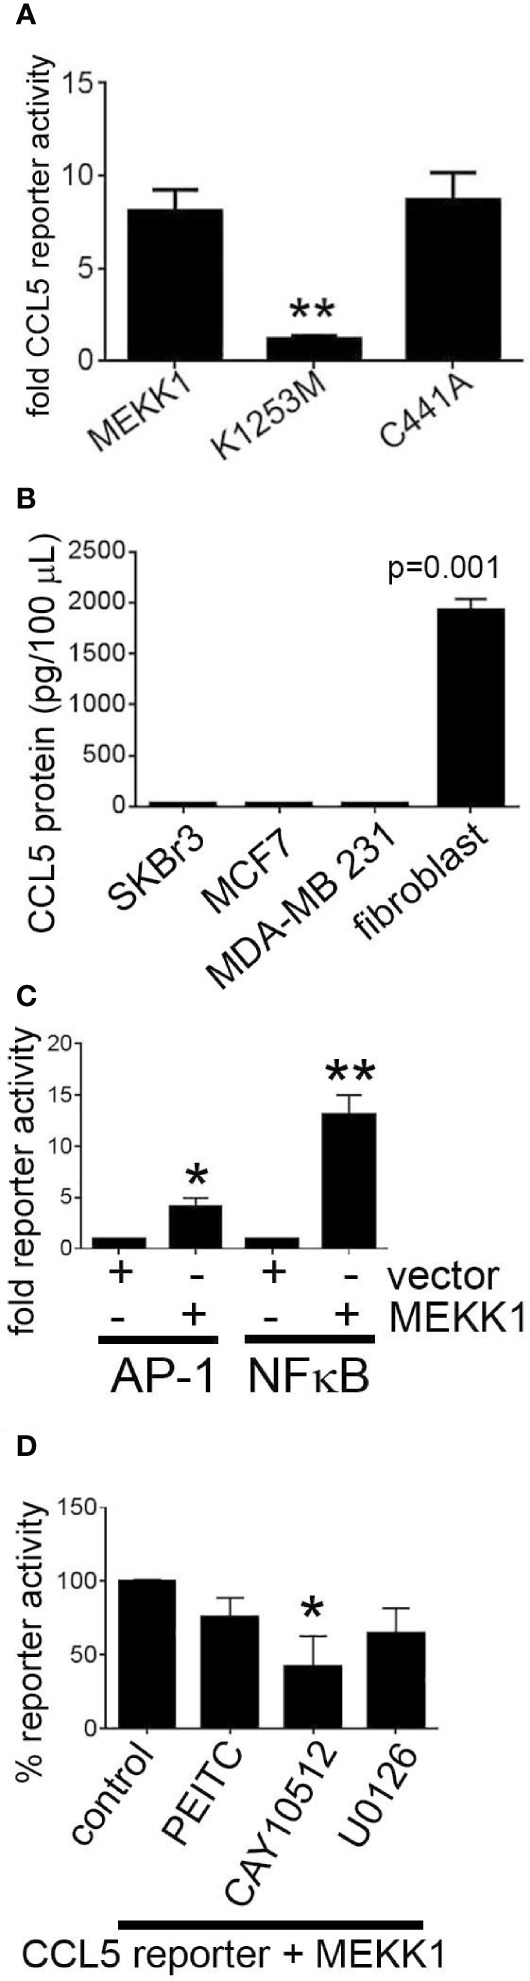
MEKK1 kinase activity, but not ubiquitin ligase activity, is required to induce CCL5 expression. Gene reporter and ELISA analysis are used to determine whether transfection of kinase-inactive mutant MEKK1 (K1253M) or ubiquitin ligase-inactive mutant MEKK1 (C441A) induces CCL5 expression. **(A, D)** Graphs depict CCL5 reporter analysis of mammary fibroblasts transfected with the pGL2-CCL5-220 luciferase reporter vector and a pCDNA3.1/MEKK1 expression vector. **p < 0.01 by t-test. **(B)** CCL5 ELISA analysis of cell culture supernatant from both multiple breast tumor cell lines compared to cell culture supernatant of cancer-associated mammary fibroblasts. **(C)** Graph shows both AP-1 and NFκB reporter analysis of mammary fibroblasts transfected with either the pGL2-AP-1 or pGL2- NFκB luciferase reporter vector and a pCDNA3.1/MEKK1 expression vector or pCDNA3.1 empty vector. **(D)** CCL5 reporter assay analysis showing effect of chemical inhibitors on CCL5 reporter activity. Cells were treated for six hours prior to lysis with the following drugs concentrations: (MEK inhibitor, 10 ng/ml, n = 3), CAY10512 (NFκB inhibitor, 1.3 μg/ml, n = 3), and PEITC (0.3 μM, n = 3). *p < 0.05, **p < 0.01 by t-test.

To determine how MEKK1 kinase activity regulates CCL5 transcription, we first confirmed the effect of MEKK1 on activation of the AP-1 and NFκB transcription factors. We observed that co-expression of MEKK1 significantly enhanced activity of gene reporters driven by either AP-1 or NFκB response elements (**Figure 4C**). We then sought to elucidate which MEKK1-dependent signaling pathway induces CCL5 expression by including chemical inhibitors of either NFκB or AP-1 transcription in our reporter experiments. We observed that blockade of NFκB by the inhibitor CAY10512 resulted in a 60% reduction in CCL5 reporter activity (p=0.037) (**Figure 4D**), whereas inhibition of ERK activation by MEK blocker U0126 reduced CCL5 reporter activity by 35% (p=0.068). Selective MEKK1 inhibitors have not yet been reported, so to determine whether chemical inhibition of MEKK1 blocks CCL5 reporter activity, we treated transfected fibroblasts with phenethyl isothiocyanate (PEITC), a naturally occurring compound that has been reported to display some inhibitory activity toward MEKK1 (38). We observed that exposure to PEITC consistently, albeit not significantly (p=0.08) reduced CCL5 reporter activity by 24%. These results support the conclusion that MEKK1 kinase activity promotes activation of transcription factors that drive CCL5 expression. Taken together, these data suggest that signaling arising from MEKK1 kinase activity promotes induction of CCL5 expression in mammary fibroblasts, whereas MEKK1 ubiquitin ligase activity is dispensable for CCL5 induction.

### CCR5 Inhibitor Maraviroc Blocks Mammary Fibroblast-Induced Breast Cancer Cell Chemotaxis

Given that MEKK1-deficient fibroblasts showed both reduced CCL5 expression (**Figures 2** and **4**) and diminished ability to induce tumor cell invasion (**Figure 1**), we decided to examine the importance of breast stroma-derived CCL5 in MDA-MB 231 tumor cell migration. Several MEKK1-dependent chemokines are CCR5 ligands, and recent reports suggest that CCR5 function may be important in breast cancer metastasis (11, 12, 14, 19). To determine whether CCR5 blockade would inhibit tumor cell migration, we performed chemotaxis assays in the presence of Maraviroc, which is a selective and non-competitive CCR5 antagonist that blocks ligand binding and subsequent signaling (20). We observed that exposure to Maraviroc reduces MDA-MB 231 chemotaxis induced by mammary fibroblast-conditioned media by 50% (**Figure 5**), thus indicating that CCR5 function contributes to tumor cell chemotaxis induced by mammary fibroblasts. When considered with our expression data, these results demonstrate that MEKK1 strongly enhances the ability of mammary fibroblasts to produce chemoattractant proteins that are detected by breast tumor cells. Furthermore, our findings suggest that MEKK1 is a key regulator of CCL5 expression. Once released by mammary fibroblasts, MEKK1-dependent chemokine expression would be predicted to drive migration of CCR5-expressing cells in the breast tumor microenvironment.

**Figure 5:**
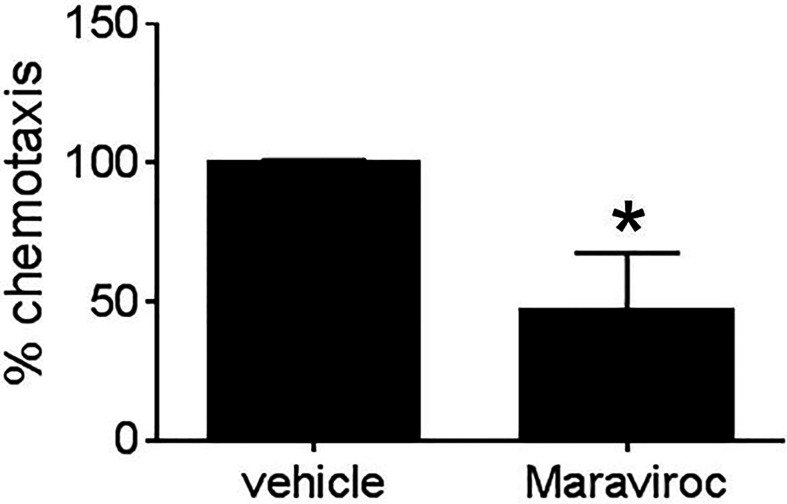
Mammary fibroblast-induced breast tumor cell migration is blocked by CCR5 inhibitor Maraviroc. Graph shows results from Boyden chamber assays of MDA-MB231 cell chemotaxis. Mammary fibroblast-conditioned media was used as a chemoattractant and includes either Maraviroc (10µM) or an equal volume of vehicle. The data represented in graphs are derived from at least three independent experiments. *p < 0.05 against control by t-test.

### Breast Tumor Cell-Derived FGF-5 Induces CCL5 Expression in Mammary Fibroblasts

Breast tumor cells have been reported to secrete multiple factors that may activate mammary fibroblast signaling. To identify tumor cell-derived secreted factors that induce MEKK1-dependent CCL5 expression, we performed expression analysis of mRNA extracted from MDA-MB 231 cells (three replicates) and observed that of the fibroblast growth factor (FGF) family of secreted factors, FGF-5 alone was highly expressed (**Figure 6A**). FGF-5 is a ligand for the receptor tyrosine kinase FGFR1 (39), and although FGFR1 ligation initiates cell signaling that regulates cell function, our investigation did not reveal any published study linking FGF-5 activation to MEKK1. Active MEKK1 phosphorylates and activates kinases of the MEK family that subsequently phosphorylate the activation loop of JNK and ERK1/2 MAPKs (30), so we utilized immunoblot analysis with phospho-specific ERK1/2 (T202/Y204) and JNK (T183/Y185) antibodies to determine whether FGF-5 activates MAPK signaling. We observed that exposure to recombinant FGF-5 had little effect on JNK phosphorylation (not shown), but consistently induced ERK1/2 phosphorylation that was reversed by the MEKK1 inhibitor PEITC (**Figure 6B**). Finally, we determined whether FGF-5-induced signaling induces CCL5 expression by performing CCL5 reporter assays in mammary fibroblasts treated with recombinant FGF-5. Since we had found that CCL5 expression was sensitive to inhibition of NFκB and AP-1, we also performed reporter assays to determine whether FGF-5 promotes activation of these CCL5-regulating transcription factors. As predicted, we found that FGF-5 significantly (53%) activated NFκB reporter activity, and consistently activated both the CCL5 (30%) and AP-1 (16%) reporter assays (**Figure 6C**). Finally, we examined the importance of tumor-derived FGF-5 to CCL5 expression in mammary fibroblasts. FGF-5 is a ligand for FGFR1 and FGFR2, and to determine whether inhibition of FGFR1 activation alone was responsible for CCL5 reporter activity induced in mammary fibroblasts by tumor-derived factors, we pre-treated mammary fibroblasts with the selective FGFR1 inhibitor SSR128129E prior to stimulation with breast cancer cell-conditioned media (**Figure 6D**). We observed only a modest partial inhibition of CCL5 reporter activity, suggesting that FGFR1-independent signaling plays a major role in tumor cell-induced CCL5 expression in mammary fibroblasts.

**Figure 6:**
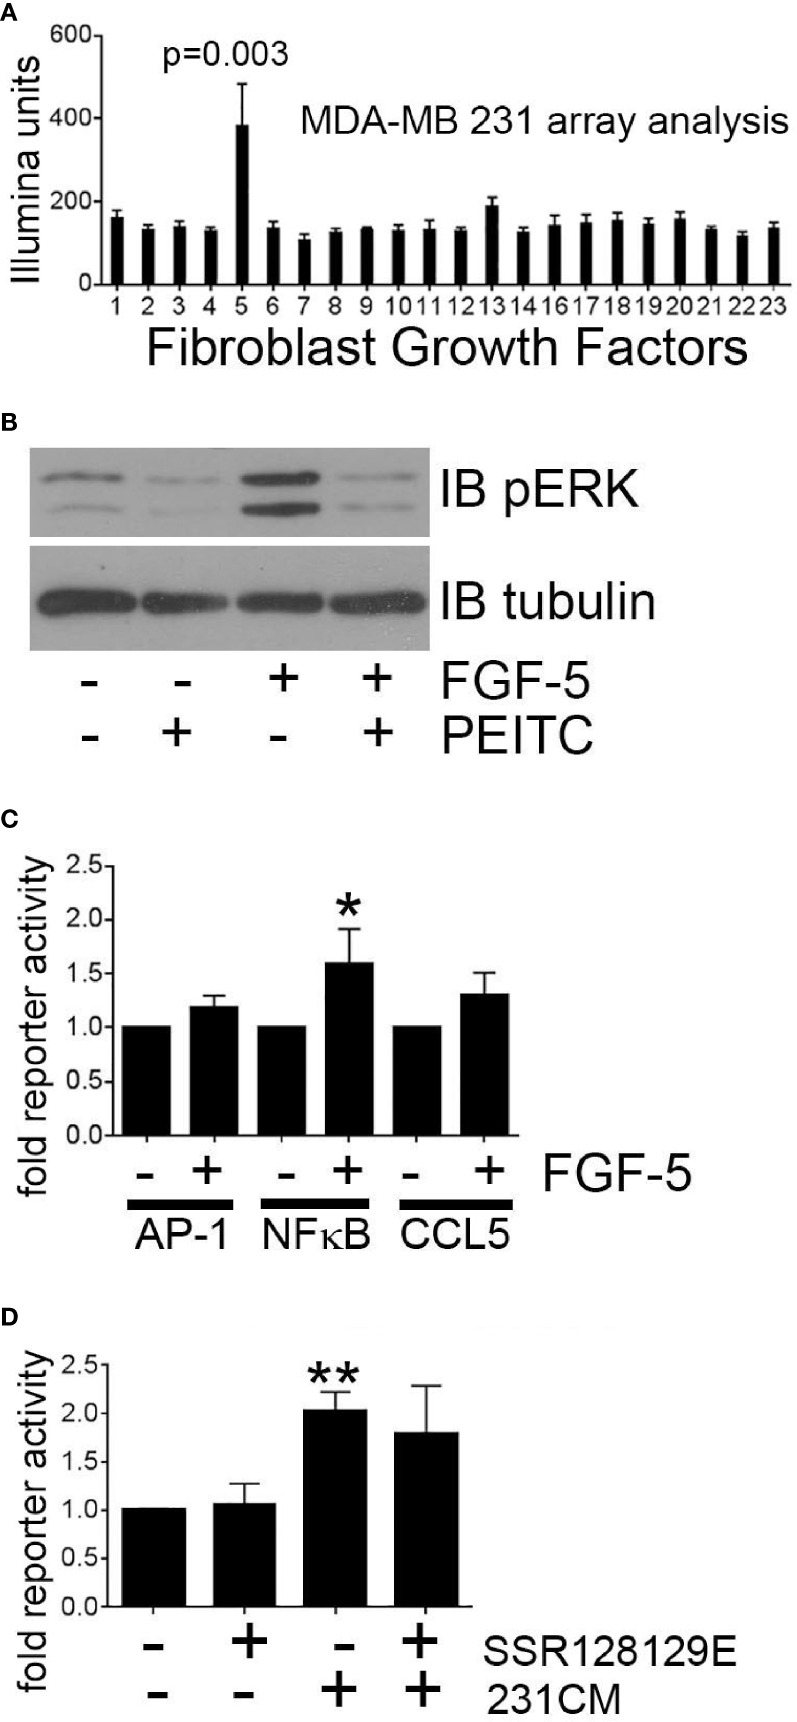
Breast tumor cell-derived FGF-5 activates MEKK1 in mammary fibroblasts. Analysis of MEKK1 signaling induced by MDA-MB 231-derived FGF-5. **(A)** Graphical representation of relative expression of FGF genes expressed in cultured MDA-MB 231 cells as detected by Illumina expression array analysis. X axis label indicates FGF family member assigned to each column (column 5 = FGF-5). **(B)** Phospho-ERK1/2 MAPK immunoblot analysis of lysates extracted from mammary fibroblast pre-treated for 1 h with vehicle or PEITC (0.3 µM) prior to stimulation with FGF-5 (25 ng/ml). An anti-tubulin immunoblot is displayed as a loading control. **(C)** Luciferase reporter analysis of mammary fibroblasts transfected with reporter plasmids wherein luciferase expression is driven by either the CCL5 promoter or response elements that bind AP-1 or NFκB. **(D)** CCL5 reporter analysis of mammary fibroblasts treated with FGFR1 inhibitor SSR128129E (0.3 µM) prior to an 8 h stimulation with culture media conditioned by MDA-MB 231 cells (231CM). The data represented in graphs are derived from three independent experiments. *p < 0.05, **p < 0.01 against control by t-test.

## Discussion

For cancers to metastasize to secondary tissues and organs, cancer cells must first migrate from the primary lesion and invade into the surrounding stroma. One possible mechanism driving cancer cell expansion into surrounding tissues and distant organs would be for cancer cells to migrate toward a source of chemoattractant, such as organs or tissue environments that produce migration-inducing chemoattractants. Soluble chemoattractants such as chemokines drive directed cell migration, and breast cancer cells that express chemokine receptors can migrate in the direction of increasing concentrations of cognate chemokine ligands present in the tumor microenvironment. The chemokine ligand CCL5/RANTES drives directed migration of cells that express the chemokine receptors activated by CCL5, including the cell surface receptor CCR5. While the importance of CCL5 in driving leukocyte migration has long been known, CCL5 may well induce chemotaxis in other cells that similarly express one or more of the CCL5 receptors.

Our data would suggest that MEKK1 is an important regulator of chemokine expression in fibroblasts within the breast stroma tissue that serve as a major source of chemokines that induce chemotaxis of cancer cells (**Figure 7**), possibly contributing to cancer cell migration to distant tissues and organs from the primary tumor. It is important to note that our model represents a part of a very complex cellular system, and does not exclude the possibility that other stroma cell types may contribute to the overall protein concentration of stroma-derived CCL5 within tumors. We recognize that breast cancer cells may produce secreted factors other than FGF-5 that induce expression of CCL5. Furthermore, fibroblasts and other stroma cells localized in additional non-tumor tissues could release chemokines that provide a chemoattractant stimulus for breast tumor cells to localize to those tissue, thereby providing a means by which breast tumor cells home to the sites of secondary tumor formation and eventual metastases.

**Figure 7:**
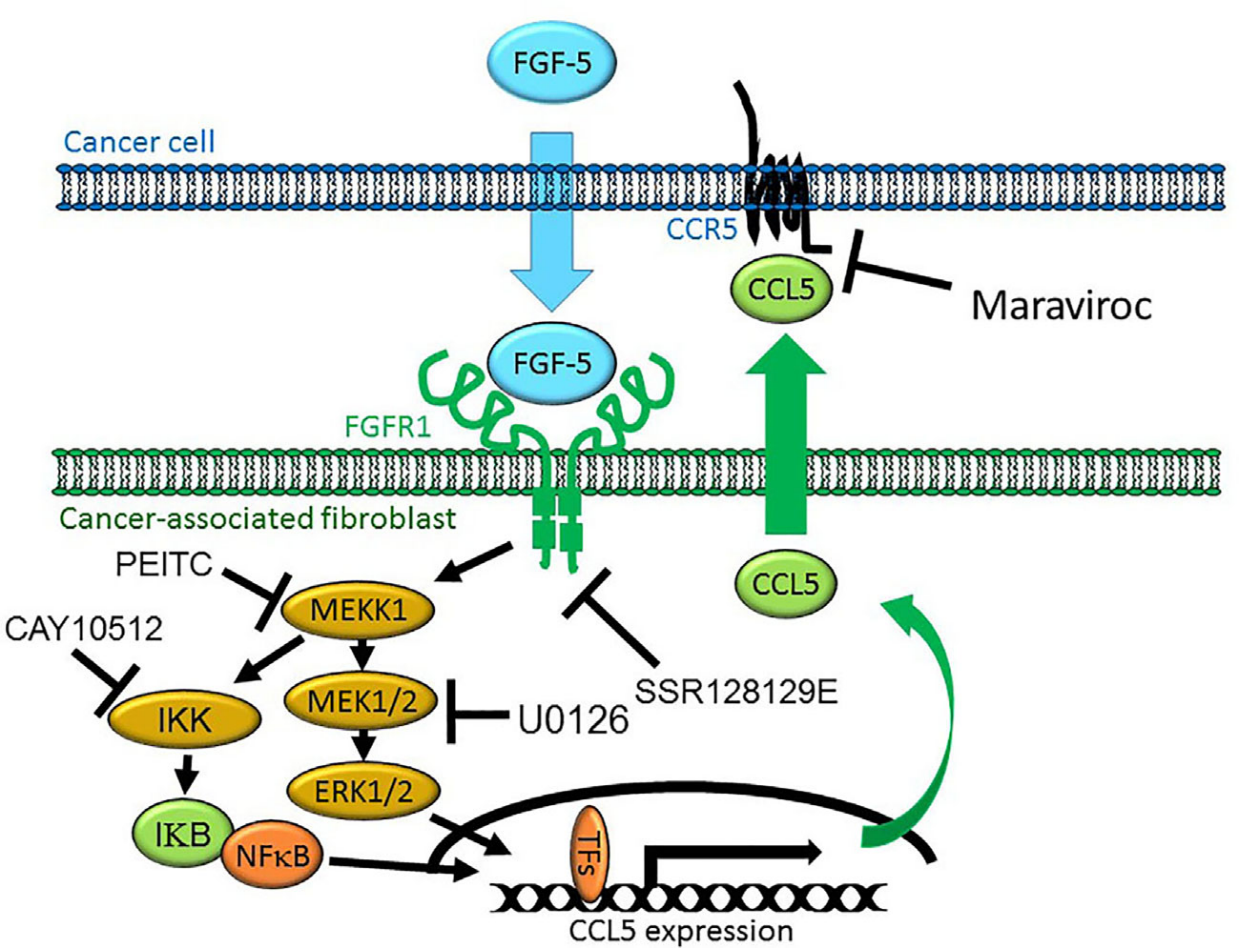
Model of MEKK1-Ccl5 expression induced by paracrine interaction between breast cancer cells and mammary stroma. MDA-MB 231 breast cancer cells express and secrete FGF-5 in the tumor microenvironment, inducing expression of mammary fibroblast-derived CCL5 that promotes tumor cell migration. FGF-5 binds to FGFR1 proteins on the surface of mammary fibroblasts, triggering receptor tyrosine kinase activity that induces MEKK1 activation and signaling that leads to the phosphorylation of transcription factors, binding of an active transcriptional complex to the CCL5 promoter and CCL5 expression.

CCR5 function is well described in leukocytes such as lymphocytes, neutrophils and macrophages. CCR5 binding to chemokine ligands secreted at sites of inflammation contributes to the ability of leukocytes to detect and migrate to inflamed tissues in order to promote a functional immune response. While it is an important component a functional immune system, CCR5 also represents an avenue by which the immune system is compromised by viral infection. HIV utilizes CCR5 to bind and infect target lymphocytes, and discovery of the HIV-CCR5 interaction led to the development of Maraviroc as an FDA-approved HIV therapeutic agent. It is reasonable to postulate that nonimmune cells that express CCR5 may migrate in response to a concentration gradient of CCL5, and thus investigation of CCR5 blockers as breast cancer therapeutic agents is in its early stages, and is bolstered by data from animal models of tumor progression showing promise as anti-metastasis agents (12). We recognize that, as our data identify MEKK1 as a regulator of multiple chemokines, selective MEKK1 inhibition may have functional consequences that far exceed the impact of CCR5 inhibition alone (e.g. immune function) that will influence the utility of MEKK1 inhibitors as cancer therapeutic agents. We have chosen to focus our functional assays on CCL5 in part because of the availability of Maraviroc as an FDA-approved HIV therapeutic that we would propose may have the potential to be repurposed for cancer treatment. We realize that much work remains to be done to investigate the importance of the other MEKK1-dependent chemokines identified in this study.

In this study, we have found that mammary fibroblasts express chemokines that promote immune cell directed migration. We demonstrated that CCL5 expression is strongly promoted by MEKK1 kinase activity, and that ablation of MEKK1 kinase activity, either *via* gene knockout, chemical inhibition of MEKK1, or transfection of dominant negative MEKK1, greatly reduces CCL5 expression. We previously reported that MEKK1 signaling is required for expression of proteases that are transcriptionally controlled by AP-1 and promote tumor invasiveness (31), so our discovery that MEKK1 controls chemokine gene expression in breast stroma cells strongly supports a model of the breast tumor microenvironment in which MEKK1-dependent gene expression in stroma cells can promote breast cancer cell migration. When combined with our previous reports, a paradigm emerges wherein MEKK1 controls gene expression in both malignant cancer cells and non-cancer stroma cells, and MEKK1-dependent genes in both cell types promote invasion and metastasis.

MEKK1 belongs to a family (MAP3K) of more than twenty different protein kinases, with many exhibiting similar substrate preferences. For example, six of these kinases can activate ERK1/2 signaling, whereas at least fourteen drive JNK activation (30). We maintain that one evolutionary explanation for the abundance of MAPK regulators may be that many cellular functions require carefully modulated MAPK activity, and that response to distinct signals by different MAP3K proteins promotes specific functional outcomes. If several related proteins have similar MAPK regulatory capabilities, why is MEKK1 essential to CCL5 expression? One function that distinguishes MEKK1 from some other MAP3K is that it can activate IKB kinases to promote NFκB activity. Combined with the capacity to control AP-1 activity by promoting both MAPK signaling and ubiquitin ligase activity, MEKK1 has the unique capacity to serve as a transcriptional regulator of both AP-1 and NFκB-dependent gene expression. Why does ablation of MEKK1 result in a marked reduction of CCL5 expression? We propose that the ability of MEKK1 to integrate signals arising from environmental stimuli that activate both AP-1 and NFκB activity may be necessary for expression of genes like CCL5 that require both NFκB and MEKK1-dependent AP-1 transcriptional complexes.

## Conclusions

In conclusion, we provide evidence that MEKK1-dependent CCL5 expression in mammary fibroblasts can induce a functional response in breast tumor cells that is a key requirement for breast tumor metastasis to occur. When considering our previous reports that MEKK1 regulating breast tumor cell function, and that MEKK1-deficient mice are significantly protected from breast tumor metastasis, we conclude that MEKK1 activity in both malignant breast cancer cells and non-cancer stroma cells drive the creation of a breast tumor environment that favors metastasis. Chemokines have been proposed to be potential breast cancer therapeutic targets, and our work provides evidence to support the contention that pharmacologic inhibition of MEKK1 may be one approach to reduce expression of chemokines and thereby alter the tumor microenvironment that promotes metastasis. At present, we would postulate that CCR5 competitive inhibitors such as Maraviroc should be investigated in future translational research as potential anti-metastasis therapeutics.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI [accession: GSE167130].

## Author Contributions

SG contributed to the design, and executed and analyzed all the experiments in this research work. MR executed and analyzed all the experiments in this research work. BC contributed to the design, and executed and analyzed all the experiments in this research work. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the American Cancer Society, Illinois Div. [Grant 160485 (to BC)], by the Department of Defense [US DoD, CDRM W81XWH-20-1-046 (to SG)], and the Christl Burgess Memorial Fund for Ovarian Cancer Research (to SG).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

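The data are 16 Illumina Mouse 8 arrays of primary mammary fibroblasts, 4 for each combination of genotype (MEKK1+/+ or MEKK1−/−) and treatment (untreated or 231CM). The labels give females of 8 to 10 weeks, an exposure of 8 h and replicates 1 to 4 in each group. The paper gives 3 mice per genotype and does not name the mouse behind each culture in its text. Groups and replicates were taken from the labels and the paper. The highest correlation of the log2 values between arrays of the same group was 0.996 and the lowest 0.978, and 0 columns were identical, so each array was counted as a culture replicate. No array was left out.

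The authors deposited intensity values on a linear scale, a value per gene symbol and array, for 18132 genes. The labels state that the core facility normalized them, and the normalization method, the background treatment and the way probes of a gene were combined are not stated there. No centring is visible in the values, and which normalization was applied stays unknown. The array medians, from 114 to 170.1, differ too much for arrays that share a distribution. The design written in advance took the values as deposited. The log2 values were instead quantile normalized between arrays, a choice made from the array distributions before any comparison was tested, and the values as deposited were kept as an alternative. The choice was reconsidered after results had been seen, and kept. The mouse table of GRCm38.p6 was used for names only: 14305 of the genes matched by symbol, 2905 by an older symbol and 922 not at all, and these kept the name in the table.

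The 4 groups were fitted together with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 12 residual degrees of freedom. The 5 comparisons were MEKK1−/− against MEKK1+/+ in untreated cells and with 231CM, 231CM against untreated in each genotype, and the interaction of genotype with 231CM. Adjusted p values are from limma with Benjamini-Hochberg adjustment over all genes, or adjusted over the list alone where stated, with a threshold of 0.05. Single genes were also tested by 2-sided exact permutation tests of 4 arrays against 4. Gene sets were tested with camera at a preset correlation of 0.01, with camera at the estimated correlation and with fry. The steps were tested on simulated data made for the untreated comparison of genotypes: of 200 genes changed by 1 on the log2 scale among 18132, limma recovered 188 (94%) and called 12 unchanged genes. Each value was drawn independently, so the simulation lacks variation that genes of a culture share. The genes were drawn at random, and the share recovered does not carry over to genes with a wide spread. For CCL3 the standard error in this comparison was 1.03. With no change simulated, 4.73% of genes had an unadjusted p under 0.05 by limma and 9.71% by a z-test on z-scores over all genes.

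The chemokine list was chosen by rule and not read from the figure: every gene whose symbol starts with CCL, CXCL, CX3CL or XCL and a digit, plus PF4 and PPBP. It holds 36 genes, of which 20 are CC chemokines. CCL12 was not analysed here. A gene and a gene list of the written design are not reported here. Genes named in the text are those the paper names for mammary fibroblasts, any chemokine past the threshold over all genes between genotypes, and for each comparison the 3 largest rises and 3 largest falls among the genes past the threshold whose groups of arrays do not overlap. Other names are said to have been chosen after their values were seen. Marker lists for macrophages, epithelial, endothelial and fat cells, fibroblasts and lymphocytes were written in advance. A second macrophage list and a second epithelial list were written later, before the values of their genes were looked at.

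Signal over background was judged against 1075 olfactory receptor genes. The level set by their 99th percentile on each array was passed by 6926 genes on every array. The alternatives were the values as deposited, scaling to the same median, z-scores over all genes, a z-test on these z-scores (the legend of Fig. 2 names z-tests, and the genes behind its z-scores are not stated), only genes above the median level, a pseudocount of 16, a floor at 64, only the 2 groups compared, eBayes with trend and robust, array weights, a replicate block, the mean of a gene's values, a log2 change of at least 1 and each array left out in turn. Added after the data were seen were normexp correction with an offset of 50, z-scores over the chemokine list and a replicate block within genotype. Replicate numbers were checked as pairs by the correlation of same-numbered arrays after the group means were removed, across genes. Between untreated and 231CM arrays labelled MEKK1−/− it was 0.505, 0.403, 0.219 and 0.251 for replicates 1 to 4, all above 0.1, so the numbers pair the arrays there. The pairing comes from this check, since neither the labels nor the paper's text says what a number stands for. The numbers of MEKK1+/+ arrays did not pass this rule. Arrays of MDA-MB-231 cells and measurements of protein, reporters, invasion and chemotaxis were not analysed here.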

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

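Of the tests in this part, the check of exchanged labels, the fits with replicate pairs within genotype and the limits that separate the outcomes of the tests were chosen only after the results were seen. Directions between genotypes rest on the labels, since MAP3K1 was not lower on arrays labelled MEKK1−/−.

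The response to 231CM reached far beyond the chemokines that the paper reports. In MEKK1+/+ cells 909 genes passed limma's threshold, 411 higher and 498 lower, and in cells labelled MEKK1−/− 851 genes passed, 395 higher and 456 lower. At an unadjusted p under 0.05 there were 3049 and 2940. The groups of arrays did not overlap for 1758 genes (9.7%) and 1890 genes (10.4%), where chance gives 2.86% on average. Of the genes called, 532 were shared and all 532 moved in the same direction, and over all genes the 2 responses correlated with r = 0.845, a value across genes, which are not independent replicates. ICAM1 (log2 change 2.67) and MMP9 (2.57) rose most in MEKK1+/+ cells together with CCL5, and AVPR1A (−1.93), EDN1 (−1.45) and NEDD9 (−1.45) fell most. In MEKK1−/− cells the largest rises were in CXCL1 (4.03), LOC100044702 (3.73) and ICAM1 (3.55), and the largest falls in AVPR1A (−2.16), EDN1 (−1.83) and MYLK (−1.76). All of these were called with 4 of 4 arrays on the same side.

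Chance between arrays is an unlikely source of both counts. Of the 35 ways to split the 8 arrays into 4 and 4, 1 gave as many genes, the real split. The largest count of another split was 6 in MEKK1+/+ and 12 in MEKK1−/− cells. A share of 1 in 35 is the smallest that this design can reach. The other splits mix the treatments, which widens the spread within groups and lowers their counts. Of the 8 splits that part the 4 pairs of MEKK1−/− arrays, 1 gave as many, the real split, and the others mix the treatments. With these pairs in the fit MEKK1−/− cells had 1438 genes past the threshold. The brightness of the arrays may account for part of the direction of the response. On the values as deposited the calls were 32 higher and 763 lower in MEKK1+/+ cells and 34 higher and 11 lower in MEKK1−/− cells, and scaling to the same median gave 291 higher and 590 lower, and 221 higher and 242 lower. A few arrays also moved the counts by more than 1.5 times. In MEKK1+/+ cells 505 genes passed without untreated replicate 3, 541 without untreated replicate 2 and 550 without replicate 4 with 231CM. In MEKK1−/− cells 473 and 478 passed without untreated replicates 3 and 4, and 502, 530 and 498 without replicates 2, 3 and 4 with 231CM. Single calls rested on arrays too. MMP9 lost its call in MEKK1+/+ cells without untreated replicate 1, 2 or 3 or without replicate 3 or 4 with 231CM (adjusted p = 0.0863, 0.101, 0.0721, 0.0797 and 0.0893). CXCL1 lost its call in MEKK1−/− cells without untreated replicate 1, 3 or 4 or without replicate 2, 3 or 4 with 231CM (adjusted p = 0.0689, 0.0907, 0.0903, 0.0697, 0.0673 and 0.0711), and LOC100044702 without untreated replicate 3 or 4 (adjusted p = 0.0553 and 0.0523). Exposure to 231CM is the biological explanation that the design gives. Whether handling of the medium apart from tumor cell factors contributes was not tested, and the authors' normalization stays open.

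Between genotypes with 231CM, 1 gene outside those the paper discusses passed the threshold. POU6F1 was higher on arrays labelled MEKK1−/− by 1.697 (log2, standard error 0.20, adjusted p = 0.0101 from limma), on 4 of 4 arrays, and by 1.23 in untreated cells (adjusted p = 0.401). It was above the olfactory receptor level on 4 of 4 arrays of each MEKK1−/− group and on 0 of 4 of each MEKK1+/+ group, so background limits the size of the difference. Over the alternatives that keep every array, its adjusted p ran from 1.53e-07 to 0.187, and the call was lost in a fit of only the 2 groups compared. It was also lost without MEKK1+/+ replicate 2 or 3 or without MEKK1−/− replicate 4 (adjusted p = 0.0611, 0.0712 and 0.0619). Of 35 splits of the 8 arrays with 231CM, 1 gave as many genes, the real split, which is the smallest share this design can reach. All 8 arrays labelled MEKK1−/− lay above all 8 labelled MEKK1+/+. The untreated arrays, whose levels are no part of the 231CM difference, gave an unadjusted p = 2.45e-05 from limma (2-sided exact permutation p = 0.0286), which argues against chance between arrays. Untreated and 231CM arrays labelled MEKK1−/− correlate by replicate number, so a chance difference between the few cultures or mice stays open. In untreated cells and for the interaction the real count was 0, which every split reaches (35 of 35 and 100 of 100), so the splits decide nothing there. A variant of the mouse strain, or a difference between the few mice, remains untested for POU6F1, as does an effect of MEKK1.

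In 11 of 108 groups of 4 arrays a value stood apart from the other 3 by Dixon's test at the 95% level, where chance gives about 1 in 20, or 5.4. CXCL1 was 13.76 (log2) on untreated MEKK1−/− replicate 2, and from 10.11 to 10.43 on the other 3 arrays. LOC100044702 was 10.73 on that array (others 7.69 to 8.01), and 11.68 on MEKK1+/+ replicate 2 with 231CM (others 12.59 to 12.66). The mean of the second macrophage list was 7.85 on MEKK1+/+ replicate 2 with 231CM (others 8.24 to 8.32). Exchanged labels of the untreated arrays numbered 2 are a candidate explanation for part of this. On untreated MEKK1+/+ replicate 2, CXCL1 was 9.44, and from 13.69 to 15.18 on the other 3 arrays of its group. When the labels of these 2 arrays were exchanged, 216 genes separated the untreated groups, in place of 0. The 50 genes that best separated the genotypes with 231CM placed MEKK1−/− replicate 2 with its own label for 25 genes and MEKK1+/+ replicate 2 for 26. The other 6 untreated arrays, which helped to set the group levels and so score high, were placed with their own label for 37 to 42 genes. POU6F1 was 7.01 on untreated MEKK1+/+ replicate 2 and 8.05 on untreated MEKK1−/− replicate 2, each on the side of its own label. The mean of the macrophage list was low on MEKK1+/+ replicate 2 and high on MEKK1−/− replicate 2 with 231CM as well (8.95 and 9.52), so an exchange in the untreated arrays alone leaves this unexplained. MAP3K1 also lay on the side of each array's own label. With the group means removed, both untreated arrays correlated across genes with replicate 2 with 231CM of their own label (0.485 in MEKK1+/+ and 0.403 in MEKK1−/− cells). These values argue against an exchange of the untreated arrays alone. The count of 25 of 50 genes does not decide it, and a mixture and a real difference between cultures cannot be told apart. No array was moved or left out for this reason.

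Markers of other cell types stood out on MEKK1−/− replicate 1. The epithelial mean was 9.75 on replicate 1 with 231CM (others 7.14 to 7.51), and the second epithelial mean was 7.71 on untreated replicate 1 (others 6.92 to 7.01). The endothelial mean was 8.16 on untreated replicate 1 (others 7.49 to 7.59) and 8.12 with 231CM (others 7.56 to 7.65). Epithelial cells in the MEKK1−/− replicate 1 cultures are a candidate explanation. Of the 17 genes of the second epithelial list, 7 were highest in replicate 1 among the MEKK1−/− arrays of both conditions. The other replicates had 0, 1 and 0. Chance gives 1.06 if the conditions are independent. Same-numbered MEKK1−/− arrays correlate (r = 0.505 for replicate 1), so chance gives more than 1.06, and the excess is smaller than this number implies. KRT8, the most abundant gene of the epithelial list, had a group mean of 9.11 in untreated MEKK1−/− and 7.46 in untreated MEKK1+/+ cells, and THY1, the most abundant fibroblast gene, was 14.74 and 14.65. This test leaves open whether the cells differ between mice or came with the culture.

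The mean of the fat cell list was 7.05 on untreated MEKK1−/− replicate 2 (others 6.84 to 6.87) and 7.06 with 231CM (others 6.85 to 6.88). CFD, its most abundant gene, averaged between 6.97 and 7.27 in the 4 groups, and 0 of the 6 genes were above the olfactory receptor level on every array, so background limits this difference. The median intensity was 113.77 on MEKK1+/+ replicate 4 with 231CM and from 120.51 to 121.52 on the other 3 arrays of its group. Quantile normalization removes this difference in brightness by its construction. No biological explanation was tested for these values.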

How the results depend on the processing

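The normexp correction, the z-scores over the chemokine list and the replicate block within genotype were chosen only after the data were seen. All other alternatives were set before the data were examined. The cause of a change was not tested except where it is named. CCL5 stayed lower on arrays labelled MEKK1−/− in both conditions, and rose with 231CM past the threshold in both genotypes in every fit over all genes.

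On the values as deposited 37 results kept their direction and their side of the threshold, 5 lost a call, 1 gained calls and 4 turned. The count for 231CM in MEKK1−/− cells was 45 in place of 851, 3 chemokines were called over the list between genotypes with 231CM, and the CCL5 interaction was 0.13. Between genotypes FGFR2 turned to 0.048 in untreated cells and 0.27 with 231CM, and CCL2 to 0.13 with 231CM. With each array scaled to the same median 42 results were unchanged, 7 genes in place of 1 were called between genotypes with 231CM, and 463 for 231CM in MEKK1−/− cells. FGFR2 turned to 0.028 in untreated cells and FGFR1 to −0.063 with 231CM. Fitted on z-scores over all genes 44 were unchanged. Here FGFR2 turned to 0.025, and with 231CM CCL2 turned to 0.20 and FGFR1 to −0.0063. The normexp correction turned the CCL5 interaction to 0.13 and left 46 results unchanged.

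The z-test on z-scores over all genes left 36 results unchanged, and 8 gained calls. It called 817 genes between genotypes in untreated cells, 460 with 231CM, 1916 for 231CM in MEKK1+/+ cells, 2047 in MEKK1−/− cells and 20 for the interaction. Over the list it called 4 chemokines with 231CM. CCL5 with 231CM passed over all genes (−1.66, adjusted p = 0.0398, from 0.0398 to 0.546 over the alternatives that keep every array). The z-test uses the same z-scores, so FGFR2 (0.025), CCL2 (0.20) and FGFR1 (−0.0063) turned as above. On simulated arrays without change it gave more small p values than limma (9.71% and 4.73%), which shows the cause of part of its extra calls.

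In a fit of only the 2 groups compared, 0 genes passed between genotypes with 231CM and 591 for 231CM in MEKK1+/+ cells, while 39 results were unchanged. With trend and robust 44 results were unchanged, and 3 (MMP9 in MEKK1+/+ cells and CCL2 and CXCL1 in MEKK1−/− cells) lost their call. With array weights 1 gene and 1 chemokine passed in untreated cells, and 1355 genes for 231CM in MEKK1−/− cells. The CCL5 interaction turned to 0.28 and FGFR1 with 231CM to −0.0051, and 41 results were unchanged. Asking for a log2 change of at least 1 left 69 and 95 genes for 231CM in MEKK1+/+ and MEKK1−/− cells, by its construction. With only genes above the median level 44 results were unchanged and 1 (IL6 in MEKK1−/− cells) gained its call. With a pseudocount of 16, 46 were unchanged and 1 (CCL2 in MEKK1−/− cells) lost its call. The floor at 64 moved nothing, since 0 values lay below it, so it says nothing about stability. The mean of a gene's values changed no log2 difference or call among the 42 results it was run on, and moved their p values slightly (CCL5 in untreated cells, adjusted p over the list 0.190 and then 0.191, and from 0.0225 to 0.360 over the alternatives that keep every array). As 0 chemokine genes shared their symbol, it says little about stability.

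A replicate block over all groups left 44 results unchanged, and the same 3 genes lost their call. Same-numbered arrays of the 2 genotypes correlated with −0.267, −0.575, −0.0988 and −0.285 in untreated cells and 0.0249, −0.263, 0.234 and −0.0446 with 231CM across genes, so they share only a number. Untreated and 231CM arrays of MEKK1+/+ cells correlated with −0.0379, 0.485, 0.12 and 0.576. Replicate 1 fell below 0.1, so these numbers were not taken as pairs, although the macrophage means of same-numbered arrays lay close (10.09 and 9.95, 8.92 and 8.95, 9.85 and 9.82, and 9.55 and 9.56). With the replicate block within genotype 1481 and 1438 genes passed for 231CM in MEKK1+/+ and MEKK1−/− cells, with 845 and 787 of the 909 and 851 among them. Over the list 10 and 17 chemokines passed, and IL6 gained its call in MEKK1−/− cells. The blocks changed no other call.

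With z-scores over the chemokine list, the list counts were 7 and 13 between genotypes and 3 for 231CM in MEKK1+/+ cells. Those 3 were 1 higher and 2 lower, and in MEKK1−/− cells 4 were called higher and 9 lower with 231CM. In the main fit most chemokines called for 231CM were higher. CCL5 was −1.23 in untreated cells and −1.10 with 231CM, both past the threshold, and its interaction was 0.13. CCL2 turned to 0.047 and 0.72 between genotypes, and to −0.037 for 231CM in MEKK1+/+ cells. Z-scores of CCL5 over only genes above the median level were −0.041 (turned) and 1.41 in MEKK1+/+ cells, and −0.912 and 0.479 in MEKK1−/− cells, since the fainter genes no longer set the mean.

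With each array left out in turn 343 values were unchanged, 34 lost and 7 gained calls and 16 turned. The lowest and highest counts were 0 and 1 between genotypes in untreated cells (1 without MEKK1−/− replicate 2) and 0 and 2 with 231CM, where 0 passed without MEKK1+/+ replicate 2 or 3 or MEKK1−/− replicate 4 and 2 without either replicate 1. For 231CM they were 505 and 990 in MEKK1+/+ cells and 473 and 1029 in MEKK1−/− cells, and for the interaction 0 and 1 (1 without MEKK1+/+ replicate 1 with 231CM). The chemokine list ran from 0 to 12 in untreated cells (12 without MEKK1+/+ and 11 without MEKK1−/− replicate 2). CCL5 ran from −2.03 to −1.29 and from −1.89 to −1.19 between genotypes, and its interaction from −0.34 to 0.40. FGFR2 ran from −0.038 to 0.029 in untreated cells, and with 231CM CCL2 from −0.097 to 0.032 and FGFR1 from −0.057 to 0.10.

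Signal over background limits what these arrays can show. Of the 18132 genes 6926 were above the olfactory receptor level on every array and 8251 on none, and FGFR2 was above it on 0 of 4 arrays in every group. CCL5 and CCL3 were above it on 2 of 4 untreated MEKK1−/− arrays.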

Differences from the paper's values

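The fit with z-scores over the chemokine list, and its forms over 35 genes and without logs, were chosen only after the results were seen. The fold reductions of CCL5 were within 1.5 times of the paper's: 2.94 in untreated cells, where the paper gives 3.16, and 3.11 with 231CM, where the paper gives 2.8. This held under every alternative. Both rest on the genotype given by the labels.

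The p values of these reductions differ from the paper's, and the paper does not state whether these values are adjusted or over which genes. The legend of Fig. 2 names z-tests with Benjamini-Hochberg adjustment for its asterisks. In untreated cells the unadjusted p from limma was 0.00838, where the paper gives 0.017. Of the alternatives set before the data were examined, p came within 1.5 times of the paper's value in a fit of only the 2 groups compared (0.0145), with trend and robust (0.0163), with the replicate block (0.0153) and without MEKK1+/+ replicate 1 (0.0182). It did not on the values as deposited (0.00177), with median scaling, z-scores, the z-test (0.01), genes above the median level, the pseudocount, the floor, array weights, the mean of a gene's values or any other array left out. With 231CM the unadjusted p from limma was 0.0061, where the paper gives 0.029. It came within 1.5 times only without MEKK1+/+ replicate 4 (0.0205) or MEKK1−/− replicate 1 (0.0258), and not under any other alternative set before the data were examined. The 2-sided exact permutation p with 231CM was 0.0286, near the paper's value, and in untreated cells it was 0.0857.

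Adjusted over the list alone, the p from limma was 0.190 in untreated cells, where the paper gives 0.017, and none of the alternatives set before the data were examined came within 1.5 times of it. With 231CM it was 0.153, where the paper gives 0.029. Of those alternatives the values as deposited (0.0402) and the z-test on z-scores over all genes (0.0276) came within 1.5 times, and the others did not. The z-test on z-scores over the chemokine list, chosen after seeing the values, gave 0.0225 and 0.0294, and of the genes marked in Fig. 2 that were analysed here it drops 0 in untreated cells and 4 with 231CM. Over 35 genes without PPBP, also chosen after seeing the values, it gave 0.0157 and 0.0280 and dropped the same numbers. On intensities that were not logged, a form likewise chosen after seeing the values, it gave 0.822 and 0.00573. In that form the rise of CCL5 with 231CM in MEKK1−/− cells did not pass (adjusted p over the list 0.264) and its interaction did (0.0273).

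Fig. 2 marks about 8 chemokines as different between genotypes in untreated cells and about 18 with 231CM, read by eye, of which 7 and 17 were analysed here. None of these passed limma's threshold adjusted over the list alone. On the values as deposited 0 and 3 of them passed, and by the z-test on z-scores over all genes 0 and 4. The z-test on z-scores over the chemokine list, chosen after seeing the values, called 7 of them (6 higher and 1 lower on arrays labelled MEKK1−/−) and 13 of them (10 higher and 3 lower) and no gene that is not marked, and it drops 4 (CCL22, CXCL11, CXCL14 and CXCL17) with 231CM. With array weights 1 chemokine passed in untreated cells, which was CCL5 (adjusted p over the list 0.0390, from 0.0390 to 0.360 over the alternatives set before the data were examined that keep every array). Without MEKK1+/+ replicate 2, CCL5 was called in untreated cells (adjusted p over the list 0.00642), as it was without MEKK1−/− replicate 2 (0.0288).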

Other observations

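Of the tests in this part, the fits with the macrophage score as a covariate the comparison of z-scores over the chemokine list with those over all genes, the list means with arrays left out, and the limits that separate the outcomes of the tests were chosen only after the results were seen. Directions between genotypes rest on the labels.

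CCL3, CCL4, CCL5 and CCL6 are genes that macrophages also express, and a hypothesis is that the cultures labelled MEKK1−/− held fewer macrophages. Of the 17 genes of the macrophage list, 15 were lower in untreated MEKK1−/− cells and 16 with 231CM. The score, their mean, was 9.60 ± 0.51 and 8.68 ± 0.73 (SD) in untreated MEKK1+/+ and MEKK1−/− cells and 9.57 ± 0.44 and 8.67 ± 0.68 with 231CM (2-sided exact permutation p = 0.114 and 0.0571). By fry the larger p over the 2 conditions was 0.08003, which leaves this test open. A second list of 20 macrophage genes had 16 and 17 lower, with medians of −0.42 and −0.32, and the larger p by fry was 0.03751 with n = 4 arrays per group (a rotation test, not an exact test). By camera with the estimated correlation the second list did not pass (p = 0.054 and 0.0527). LYZ2, the most abundant gene of the list, had group means of 13.53 and 12.08 in untreated cells and 13.29 and 12.03 with 231CM, and ARHGDIB of the second list 10.67 and 10.31, and 10.60 and 10.30. On every array 10 of the 17 and 7 of the 20 genes were above the olfactory receptor level. Whether the fibroblasts express some of these genes themselves was not tested. The 2 lists share no gene. The marker result fits fewer macrophages and may also come from an effect of MEKK1 on macrophage genes.

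With the macrophage score in the fit, the MEKK1−/− difference in CCL3 changed from −2.54 to −0.52 in untreated cells and from −2.13 to −0.18 with 231CM, and that in CCL4 from −2.54 to −0.44 and from −1.87 to 0.18. All 4 values were then within 1 standard error of 0. This is consistent with macrophage content behind the lower CCL3 and CCL4. For CCL6 the sign turned, to 0.34 and 0.44 (standard error 0.21 for each), so a macrophage share and another effect cannot be told apart at 0.44. For CCL5 the difference was −0.92 and −1.02 (standard error 0.54 and 0.53), 59.4% and 62.5% of its size, and for this gene a macrophage share and an effect of the genotype in the fibroblasts cannot be told apart. The score differs between the genotypes and is itself measured with error, so the covariate can take up part of a real effect of MEKK1 and can leave part of a cell share behind.

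The other marker lists gave these results between genotypes in untreated cells and with 231CM. Epithelial genes were higher for 6 of 7, with medians of 1.23 and 1.04 (fry p of 0.217 and 0.235). Replicate 1 carried most of this: without it the difference in the list mean fell from 0.90 to 0.34 and from 0.82 to 0.22. Endothelial genes were higher for 8 of 8, with medians of 0.33 and 0.31 (fry p of 0.0226 and 0.038), and EGFL7, the most abundant, was 8.21 and 8.57 in untreated MEKK1+/+ and MEKK1−/− cells. Without MEKK1−/− replicate 1 the difference in this list mean fell from 0.418 to 0.265 and from 0.389 to 0.256. Fat cell genes had medians of 0.06 and 0.05 (fry p of 0.0856 and 0.338), and without MEKK1−/− replicate 2 the difference in the list mean fell from 0.078 to 0.028 and from 0.059 to 0.0082. Fibroblast genes had medians of −0.03 and 0.03 (fry p of 0.903 and 0.923) and means of −0.06 and −0.02. Median and mean thus differ in sign with 231CM. The untreated mean turned to 0.0035 without MEKK1−/− replicate 1. With 231CM the mean turned to 0.092 without MEKK1+/+ replicate 3 and to 0.025 without MEKK1−/− replicate 4. Lymphocyte genes had medians of 0.01 and 0.06 (fry p of 0.623 and 0.0226), with CD3E at 7.31 and 7.38 in untreated cells. Of these 5 genes, 0 were above the olfactory receptor level on every array. The untreated difference in this list mean fell from 0.0178 to 0.0053 without MEKK1−/− replicate 1 and to 0.00087 without MEKK1−/− replicate 4. The second epithelial list had medians of 0.07 and 0.11 (fry p of 0.202 and 0.0986), with KRT7 at 7.61 and 8.16, and without MEKK1−/− replicate 1 the difference in the list mean fell from 0.24 to 0.056 and from 0.26 to 0.084. With 231CM the fibroblast genes rose by a median of 0.42 in MEKK1+/+ and 0.46 in MEKK1−/− cells (fry p of 0.00665 and 0.00845).

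Faint chemokines can look higher in MEKK1−/− cells when expression is given as z-scores. Of the 14 chemokines at or below the olfactory receptor level on every array, 12 had a higher z-score over all genes in untreated MEKK1−/− cells, with a median difference of 0.0257, and 9 were higher with quantile normalization. With 231CM the pattern was weaker: 9 of the 14 had a higher z-score over all genes, and 7 were higher with quantile normalization. The 1075 olfactory receptor genes moved by a median of 0.0253 in untreated cells and 0.00935 with 231CM, where the faint chemokines moved by 0.00844. This is consistent with a background level that differs between arrays and is left in by z-scores. With z-scores over the chemokine list all 14 were higher in both conditions, and 13 calls of faint chemokines as higher were made over the 2 conditions, against 1 with z-scores over all genes. The mean log10 intensity of the list was 2.67 in untreated MEKK1+/+ and 2.49 in untreated MEKK1−/− cells and its SD 0.720 and 0.569, which suggests that there the fall of the abundant chemokines moves the scale itself. With 231CM the shift was smaller (means 2.72 and 2.67, SD 0.809 and 0.731), while 8 of the 13 calls were made there and 5 in untreated cells, so the size of the shift does not follow the number of calls.

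Other genes that the paper names for fibroblasts were not called between genotypes by limma over all genes. The log2 difference of arrays labelled MEKK1−/− from MEKK1+/+ was −1.21 in untreated cells and −0.01 with 231CM for CCL2 (2-sided exact permutation p = 0.286 and 1), and −1.21 and −0.56 for IL6 (exact p = 0.257 and 0.229). It was −0.23 and 0.01 for FGFR1 (exact p = 0.0571 and 0.914). FGFR2 was −0.01 and −0.05 and was above the olfactory receptor level on 0 of 4 arrays in every group. With 231CM in MEKK1−/− cells, CCL2 rose by 2.22 (adjusted p = 0.0469 from limma, 4 of 4 arrays) and IL6 by 2.10 (adjusted p = 0.0752). The call of CCL2 was lost without any of the 8 MEKK1−/− arrays except untreated replicate 2 (adjusted p from 0.0692 to 0.135), and without that array IL6 gained its call (0.0274).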
